# TAF7L modulates brown adipose tissue formation

**DOI:** 10.7554/eLife.02811

**Published:** 2014-05-29

**Authors:** Haiying Zhou, Bo Wan, Ivan Grubisic, Tommy Kaplan, Robert Tjian

**Keywords:** PPARγ, DNA looping, UCP1, BAT, obesity, mouse

## Abstract

Brown adipose tissue (BAT) plays an essential role in metabolic homeostasis by dissipating energy via thermogenesis through uncoupling protein 1 (UCP1). Previously, we reported that the TATA-binding protein associated factor 7L (TAF7L) is an important regulator of white adipose tissue (WAT) differentiation. In this study, we show that TAF7L also serves as a molecular switch between brown fat and muscle lineages in vivo and in vitro. In adipose tissue, TAF7L-containing TFIID complexes associate with PPARγ to mediate DNA looping between distal enhancers and core promoter elements. Our findings suggest that the presence of the tissue-specific TAF7L subunit in TFIID functions to promote long-range chromatin interactions during BAT lineage specification.

**DOI:** http://dx.doi.org/10.7554/eLife.02811.001

## eLife digest

Mammals produce two distinct types of adipose tissue: white adipose tissue (white fat) is the more common type and is used to store energy; brown adipose tissue (brown fat) is mostly found in young animals and infants, and it plays an important role in dissipating energy as heat rather than storing it in fat for future use. In adults, higher levels of brown fat are associated with lower levels of fat overall, so there is considerable interest in learning more about this form of fat to help address rising levels of obesity in the world.

Building on previous work in which they showed that a gene control protein called TAF7L has a central role in the development of the cells that make up white adipose tissue, Zhou et al. now show that this protein also helps to regulate the development of brown adipose tissue.

Mice lacking the gene for this protein developed embryos with 40% less brown fat than wild-type mice with the gene. Moreover, these mice developed muscle-like cells in the regions that should have contained brown fat. Gene expression analysis revealed that ‘knocking out’ the gene for TAF7L changed the expression of more than a thousand genes in these mice.

Zhou et al. suggest that TAF7L works as a ‘molecular switch’ that determines whether certain precursor cells (called mesenchymal stem cells) go on to become brown fat cells or muscle cells. A future challenge will be to devise interventions to regulate the activity or levels of TAF7L as a potential means of modulating brown fat depots in animals and humans.

**DOI:** http://dx.doi.org/10.7554/eLife.02811.002

Recent studies found that adult humans retain active BAT depots capable of sustaining elevated basal metabolic rates compared to WAT and those higher levels of BAT correlate with lower body mass index (Carey and Kingwell, 2013; Harms and Seale, 2013; Chechi et al., 2014; Kajimura and Saito, 2014). These findings inspired heightened efforts to better understand the formation of BAT during mammalian development. Previously, we showed that TAF7L, an orphan TBP-associated factor cooperates with PPARγ in directing WAT gene regulation (Zhou et al., 2013a). Given the central role of PPARγ in both WAT and BAT development (Cannon and Nedergaard, 2004; Kajimura et al., 2010), we wondered whether TAF7L might also serve as a co-activator regulating the formation of BAT.

To test this hypothesis and assess the functional requirement for TAF7L during BAT development, we performed haematoxylin & eosin (H&E) staining and immunostaining using FABP4 and UCP1 antibodies to delineate regions of BAT in wild-type (WT) and *Taf7l* knockout (KO) embryos. As expected, FABP4 stains both WAT and BAT, while UCP1 only stains BAT (Pedersen et al., 2001), which is filled with multilocular lipid droplets (Figure 1A). We found that UCP1^+^ BAT in *Taf7l* KO mice become largely disorganized, is significantly reduced in size and contains decreased lipid levels (Figure 1A, Figure 1—figure supplement 1A–C). Measurement of dissected BAT pads showed a ∼40% weight reduction of BAT in *Taf7l* KO animals compared to WT embryos (Figure 1—figure supplement 1B). Intriguingly, skeletal muscle-like tissue emerges and invades regions that normally contain BAT in *Taf7l* KO mice (Figure 1A, Figure 1—figure supplement 1D), as revealed by a more pronounced red color of *Taf7l* KO BAT and the staining of pan-skeletal muscle marker myosin heavy chain (MYHC) (Beylkin et al., 2006; Figure 1—figure supplement 1C,E). Our data suggest that loss of TAF7L substantially alters the relative proportion of BAT and muscle lineages in vivo.

**Figure 1.**
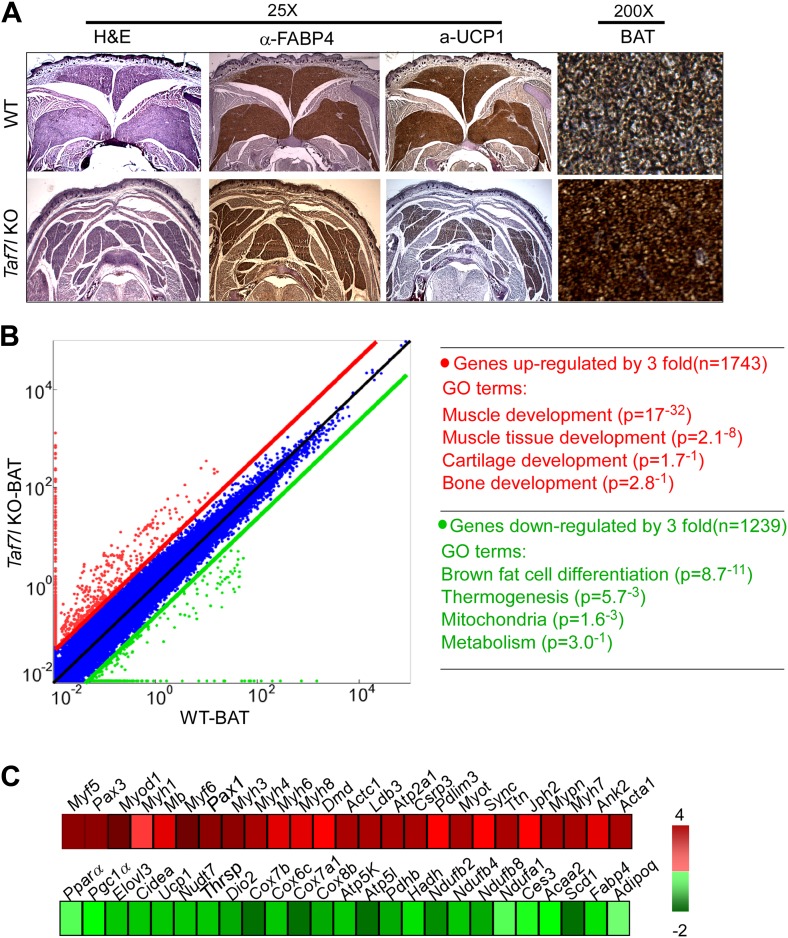
TAF7L is required for proper mouse brown adipose tissue (BAT) formation. (**A**) Wild type (WT) and *Taf7l* knockout (*Taf7l* KO) interscapular BAT from E18.5 embryos was stained with haematoxylin and eosin (H&E), FABP4, and UCP1 (25X magnification shown). Rightmost panel shows FABP4 staining at 200X magnification. (**B**) Left panel: scatterplot shows gene expression profile in WT versus *Taf7l* KO BAT tissue; red dots represent genes up-regulated in *Taf7l* KO, green dots represent down-regulated genes in *Taf7l* KO. Right panel: gene ontology analysis shows functional groups of genes changed by at least threefold. (**C**) Difference in expression of either muscle-specific (top) or brown fat (bottom) genes between WT and *Taf7l* KO BAT with progressive red and green shades showing degrees of up- and down-regulation, respectively. **DOI:** http://dx.doi.org/10.7554/eLife.02811.003

**Figure 1—figure supplement 1.**
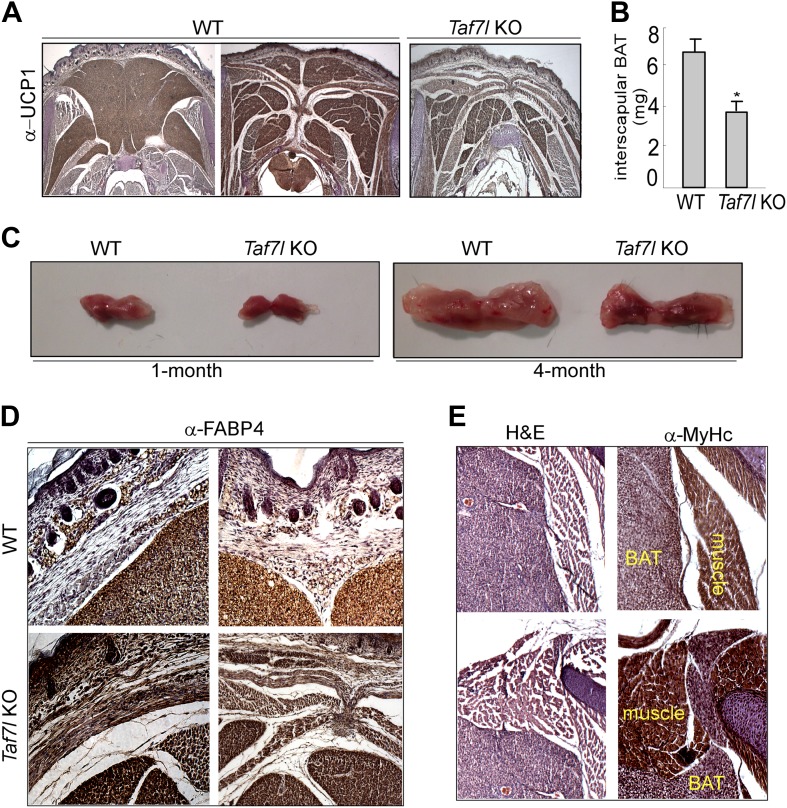
Depletion of TAF7L shifts BAT to muscle lineage. (**A**) UCP1-stained BAT samples as in Figure 1A for three additional animals (2WT and 1 TAF7L KO). (**B**) Average BAT weight from WT (n = 10) and *Taf7l* KO embryos (n = 9). (**C**) Photographs of whole BAT from 1- or 4-month-old WT and *Taf7l* KO mice. (**D**) High-magnification images (200X) of similar areas of WT and *Taf7l* KO embryonic BAT stained with FABP4 antibody. (**E**) Haematoxylin and eosin (H&E) and myosin heavy chain (MYHC) staining of *Taf7l* KO embryos shows muscle–tissue structures along the BAT at high magnification (200X). **DOI:** http://dx.doi.org/10.7554/eLife.02811.004

**Figure 1—figure supplement 2.**
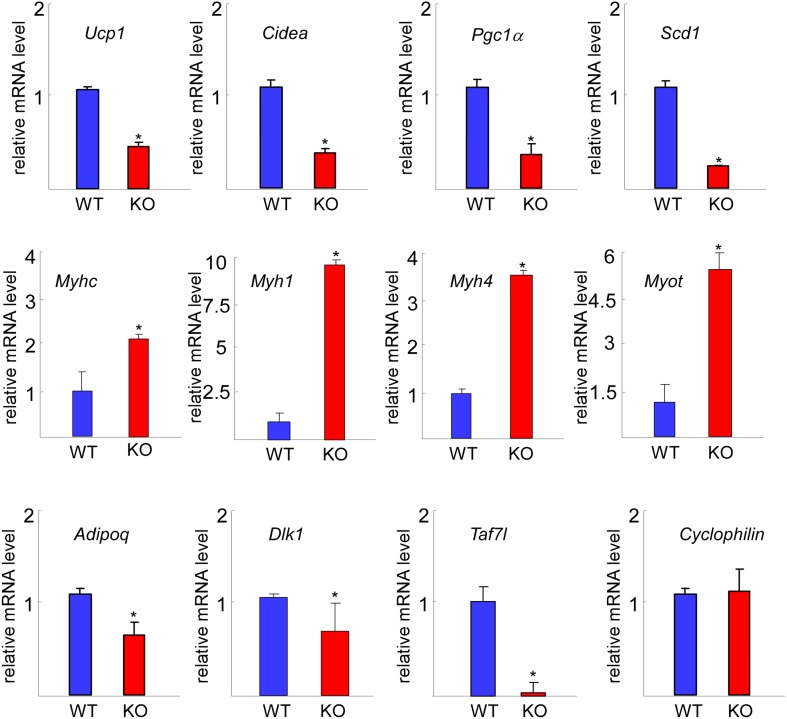
RT-qPCR comparison of gene expression in WT and *Taf7l* KO BAT. Expression levels of BAT-specific genes *Ucp1*, *Cidea*, *Pgc1a*, and *Scd1*, muscle-specific genes *Myhc*, *Myh1, Myh4*, and *Myot*. Common fat marker gene *Adipoq*, adipocyte progenitor marker *Dlk1*, *Taf7l* and *Cyclophilin* were used as control. mRNA levels in WT BAT was assigned to 1, and mRNA levels of each gene in *Taf7l* KO BAT was compared to WT BAT. RT-qPCR was normalized to the levels of *Cyclophilin* (L). *p<0.05, data is mean and SEM is from triplicates. **DOI:** http://dx.doi.org/10.7554/eLife.02811.005

Next, we analyzed global gene expression profiles in WT and *Taf7l* KO BAT by RNA-sequencing (mRNA-seq) (Figure 1B). 

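Brown fat was taken from WT mice and from mice lacking Taf7l, which encodes the TAF7 paralog TAF7L. The RNA of 6 mice of each genotype was pooled before the library was made, so that there is 1 mRNA-seq library per genotype. No difference between them has a replicate check, and no p-value or SD is given. The labels give an age of 1 month for both pools in one field and of 3 months for the KO pool in another, and the deposited columns are named for 1 month. The reads were 50 bp long. The paper mapped them with TopHat version 1.4.0 and estimated expression with cufflinks version 1.3.0, and the authors deposited the resulting FPKM (fragments per kilobase of transcript, scaled to the mapped reads), with 55350 rows, 1 for each UCSC transcript, under 30649 gene names. Here the FPKM of the rows of a gene name were summed, and genes at 1 FPKM or more in at least 1 library, 12171 in all, were compared as log2((KO + 0.1)/(WT + 0.1)). This scale understates the change of genes with low values.
The depth is not listed in the table but can be estimated from it. For genes with 1 exon and 1 row, FPKM times the effective transcript length (fragment length of 200 bp with an SD of 80 bp, the default of cufflinks) falls on multiples of what 1 read is worth, which gives 25880156 mapped reads for the WT library and 78350496 for the KO library, a ratio of 3.03. With these depths, 72.5% of 753 low values in WT and 74.4% of 624 in KO came within 0.05 of a whole number of reads. The numbers stated in the paper and in the labels are of reads produced, not of mapped reads, and were not used here. The KO estimate of mapped reads is above the number of reads in the labels. The intervals given for folds are 95% exact binomial intervals on the estimated reads and cover counting error only. Taf7l itself, on chromosome X of GRCm38 from 134460118 to 134476490, stood at 0.0222 FPKM in WT and 0.00734 FPKM in KO, which is about 1 read in each library, so its level does not check the genotype labels at this depth. Gene positions are those of GENCODE M21 on GRCm38. The paper and the labels name mm10, but of 7067 genes with 1 row only 314 start within 1000 bp of their GRCm38 position, so the positions in the table are of another build and are not used here.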

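Among the genes compared, 250 were at least 3-fold higher in Taf7l KO BAT and 49 were at least 3-fold lower. Of the 8 genes with the largest ratios toward KO among those above 0 in both libraries and at 10 FPKM or more in at least 1, small RNAs left out, 6 encode proteins of the skeletal muscle fibre. Acta1, skeletal muscle alpha-actin, had 9.92 FPKM in WT and 348 FPKM in KO. Tnnc2, the fast troponin C, had 7.88 FPKM in WT and 248 FPKM in KO, and Atp2a1, the calcium pump of fast fibres, 3.78 FPKM in WT and 112 FPKM in KO. The fold of Tnnc2 has an interval of 25.8 to 38.5, and that of Acta1 one of 31.4 to 39.2. Med16 and 2010111I01Rik, the other genes among the 8, owe 98.4% and 98.3% of their KO value to a row spanning under 200 bp. By the same measure, the 8 with the largest ratios toward WT are T-cell receptor beta chain entries and transcripts without a gene symbol. Of the 49 lower genes, 29 have their main row spanning under 200 bp and 3 have a name in GENCODE M21, against 54 and 148 of the 250 higher genes. The counts depend on how low values are treated. The plain ratio with no pseudocount or filter, which counts a gene listed at 0 in 1 library as changed, gave 2396 higher and 1261 lower genes, while a minimum of 10 FPKM gave 103 and 30.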

Over a thousand genes exhibited altered expression levels by >threefold upon *Taf7l* KO. In particular, BAT-selective genes such as *Ucp1*, *Pgc1α*, *Cidea*, and *Scd1* involved in brown fat differentiation, thermogenesis, and mitochondrial function became significantly down-regulated (Figure 1C, Figure 1—figure supplement 2; Harms and Seale, 2013; Ohno et al., 2013). 

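Ucp1, the uncoupling protein that makes heat in brown fat mitochondria, was lower in Taf7l KO BAT, with 3720 FPKM in WT and 1639 FPKM in KO. The KO level is 0.441 times that of WT, with an interval of 0.438 to 0.444. Scd1, a fatty acid desaturase, had 6345 FPKM in WT and 2867 FPKM in KO. Cidea, a lipid droplet protein, had 1545 FPKM in WT and 978 FPKM in KO, and Ppargc1a (Pgc1α), a coactivator of mitochondrial genes, had 5.98 FPKM in WT and 4.13 FPKM in KO. All 4 were lower in KO and none by 3-fold. Among the 500 genes nearest in level, 6.2% had a log2 ratio as large in size as that of Ucp1, 6.6% as that of Scd1, 23.0% as that of Cidea and 30.8% as that of Ppargc1a.
Of 25 brown fat selective genes measured, on a list written before the data were examined but after Fig. 1C had been seen, 8 were at least 1.5-fold lower, 2 were at least 1.5-fold higher, and the median log2 ratio was -0.12. Random lists matched on expression had medians between -0.34 and 0.12 in their central 95%. Without the 8 members drawn in Fig. 1C, 1 of 17 was at least 1.5-fold lower and the median was 0.097, within its range (-0.36 to 0.21). Cox7a1, a respiratory chain subunit typical of brown fat and muscle, had 3389 FPKM in WT and 1426 FPKM in KO, whereas Prdm16, a regulator of brown fat identity, was higher in KO with a log2 ratio of 0.58. The 25 brown fat genes drawn in Fig. 1C were all lower in KO, 21 by at least 1.5-fold and none by 3-fold. Fig. 1C draws values of these libraries, so that count is not independent of them. Leaving the drawn genes out of a list removes lower genes and by itself raises the median of the rest. In complexes III, IV and V of the respiratory chain, 17 of 35 genes were at least 1.5-fold lower and the median was -0.58, below the central 95% of matched random lists (-0.45 to -0.10). Without the 6 members drawn in Fig. 1C the median of the other 29 was -0.44, within its range (-0.45 to -0.054). Of 36 genes of complex I, 8 were at least 1.5-fold lower and the median of -0.27 lay within its range (-0.46 to -0.06). The medians of lipid synthesis (-0.23, 23 genes), fatty acid oxidation (-0.23, 25 genes) and the TCA cycle (-0.17, 22 genes) also lay within theirs. Against lists matched on GC content and transcript length as well, the median of lipid synthesis lay below the central 95% (-0.13 to 0.32), as did that of the 29 genes of complexes III, IV and V (-0.38 to 0.035). In the same KO library the muscle creatine kinase gene Ckm stood at 195 FPKM, against 14.5 FPKM in WT.

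**Figure D1:**
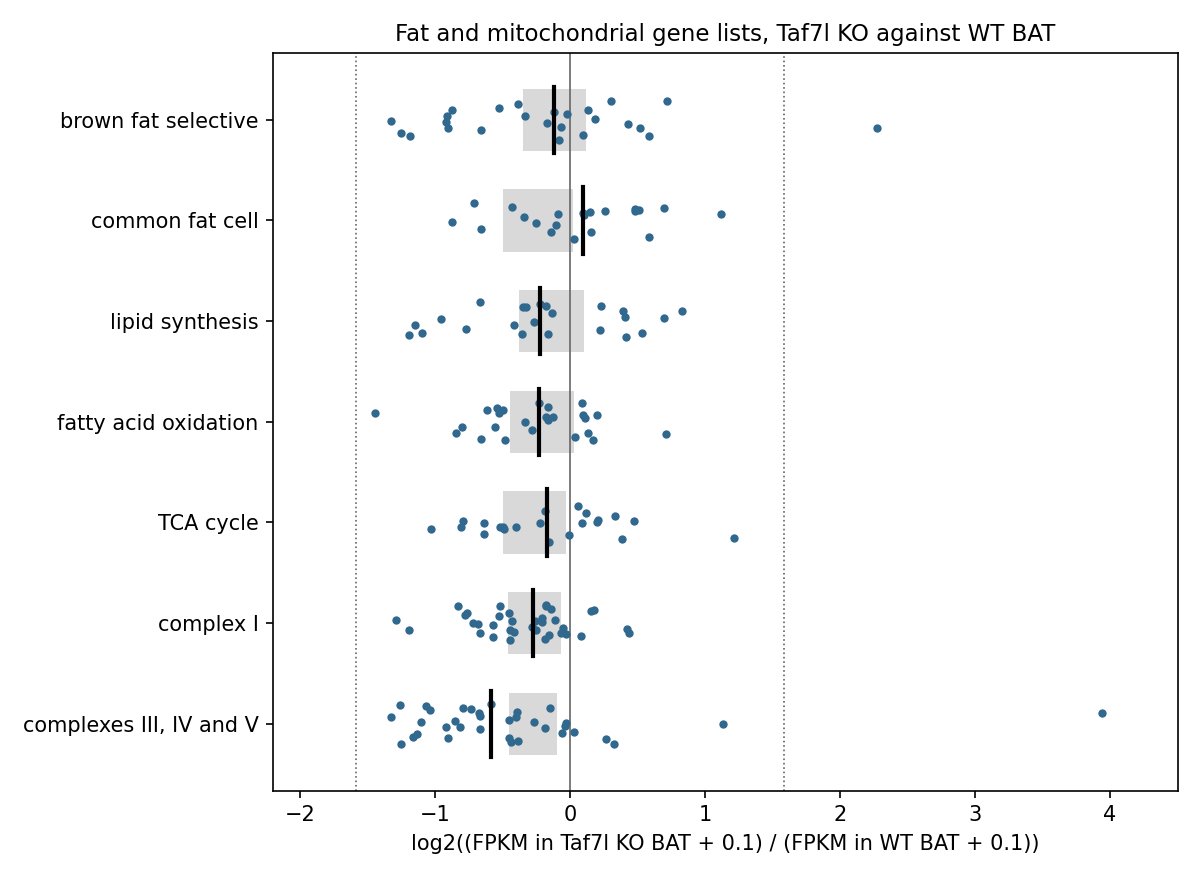
Log2 ratio of FPKM in Taf7l KO BAT to WT BAT for each measured gene (points) of 7 gene lists, with the list median (black line) and the central 95% of medians of 10000 random lists matched on expression (grey bar); dotted lines mark 3-fold. The median of complexes III, IV and V lies below its bar and that of the common fat cell genes above its bar.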

Consistent with the observed enhanced skeletal muscle morphological phenotype (Figure 1A), we observed a concomitant up-regulation of skeletal muscle genes including *Myh1-8*, *Myf5*, and *Pax3* (Figure 1C, Figure 1—figure supplement 2; Abe et al., 2013). 

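Genes of the contractile apparatus were higher in Taf7l KO BAT as a group. All 38 measured genes of fast muscle were at least 3-fold higher, with a median log2 ratio of 3.83, and 10 of 12 genes of slow muscle were, with a median of 3.85. With a pseudocount of 1 FPKM these medians are 2.81 and 2.34. The central 95% of matched random lists spanned -0.25 to 0.16 for the fast list and -0.31 to 0.39 for the slow list. The adult fast myosin heavy chain genes lie in a cluster on chromosome 11 of GRCm38. Myh4 (67238029 to 67260446) had 2.01 FPKM in WT and 66.1 FPKM in KO, Myh1 (67200052 to 67224575) 0.199 FPKM in WT and 12.5 FPKM in KO, and Myh2 0.125 FPKM in WT and 4.29 FPKM in KO. Myh8, the newborn form, had 0.174 FPKM in WT and 2.56 FPKM in KO, and Myh7, the slow form, 0.0351 FPKM in WT and 2.89 FPKM in KO. Reads shared between these similar genes could not be separated here. Of Myh6, 98.5% of the KO value came from 1 row spanning 516 bp. Myh3, the embryonic form, had about 1 read in WT and 119 reads in KO, a fold with an interval of 6.92 to 1565.
Several factors that set up the muscle lineage had few reads. Myf5 and Pax3 were listed at 0 in WT and had about 3 reads each in KO, so no fold is given for them. Myod1 was listed at 0 in WT and had about 25 reads in KO, 2.76-fold higher against a floor of 3 reads. This value leaves out the counting error of the KO reads and is not a lower bound. Myf6 had about 1 read in WT and 52 in KO, a fold with an interval of 2.95 to 691. Of 8 myogenic regulators at 1 FPKM or more, 3 were at least 1.5-fold higher, 1 was at least 1.5-fold lower and none was 3-fold higher. Their median of 0.502 lay just within the central 95% of matched random lists (-0.38 to 0.504) and above that of lists matched on GC content and transcript length as well (-0.29 to 0.47). Mef2c had 1.00 FPKM in WT and 2.25 FPKM in KO. Of 8 smooth muscle genes 4 were at least 1.5-fold and none 3-fold higher, with a median of 0.56, above the central 95% of matched random lists (-0.37 to 0.49). The 4 were Des (log2 ratio 1.47), Smtn (1.28), Myh11 (0.83) and Mustn1 (0.65). The other members were Myl9 (0.48), Acta2 (0.29), Rgs5 (0.031) and Tagln (-0.42). The list was not checked for members that skeletal muscle also expresses. Of 5 developmental muscle genes, Myh8 and Actc1 were 3-fold higher, and both are drawn in Fig. 1C. The median of the 5 was 0.74, with 1.86 without Igf2 and 0.039 without the genes of Fig. 1C.

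**Figure D2:**
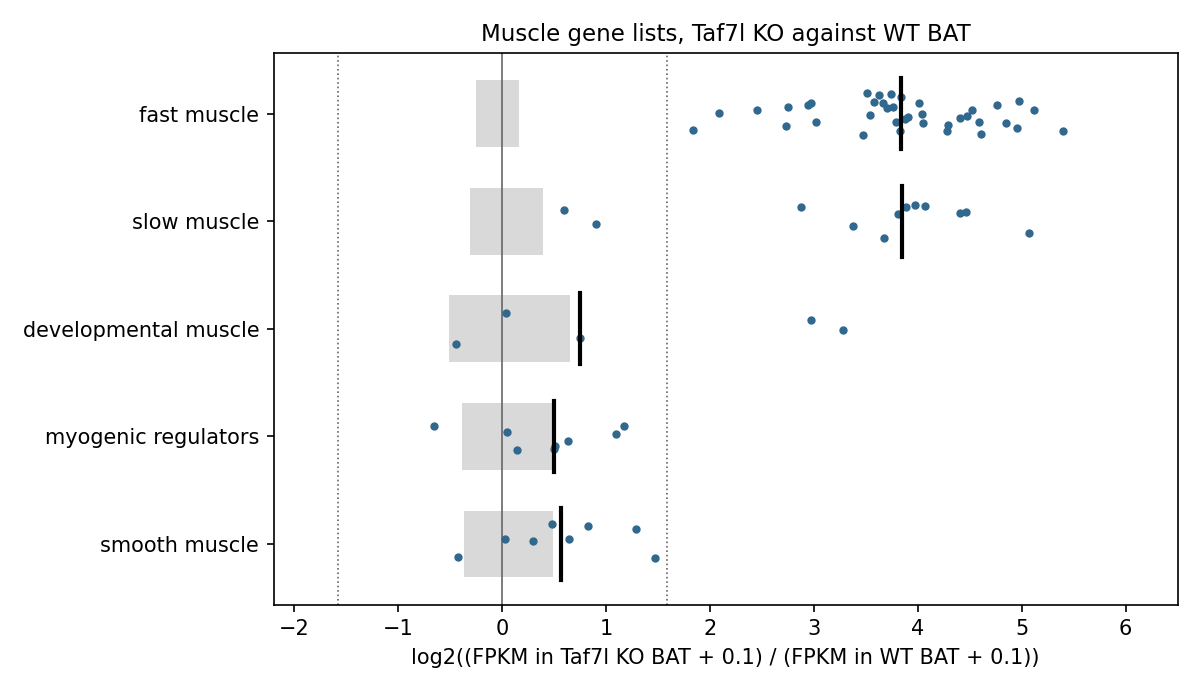
Log2 ratio of FPKM in Taf7l KO BAT to WT BAT for each measured gene (points) of 5 muscle gene lists, with the list median (black line) and the central 95% of medians of 10000 random lists matched on expression (grey bar); dotted lines mark 3-fold. The fast muscle genes all lie beyond the upper 3-fold line, and none of the myogenic regulators or smooth muscle genes does.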

Loss of TAF7L also led to activation of select genes in the formation of cartilage and bone development, but the majority of up-regulated genes appear to be involved in skeletal muscle development and function. 

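Of 24 cartilage genes on the list, 3 reached 1 FPKM in either library and none of these was 3-fold higher. Sox6, a transcription factor of cartilage and other tissues, had 2.84 FPKM in WT and 3.91 FPKM in KO, Prg4 had 1.33 FPKM in WT and 1.53 FPKM in KO, and Cytl1 had 2.06 FPKM in WT and 1.35 FPKM in KO. Col2a1, the main collagen of cartilage, was listed at 0 in WT and had about 4 reads in KO, too few for a fold at these depths. Of 22 bone genes, 2 reached 1 FPKM. Col1a1, on chromosome 11 of GRCm38 from 94936224 to 94953042, had 5.92 FPKM in WT and 23.0 FPKM in KO, and Col1a2 had 18.9 FPKM in WT and 34.2 FPKM in KO. Both are also made by fibroblasts. Of 15 matrix genes, 7 were at least 1.5-fold higher and Col1a1 alone 3-fold, with a median of 0.41. This lay above the central 95% of matched random lists (-0.34 to 0.32), but within that of lists matched on GC content and transcript length as well (-0.046 to 0.55). Of the 250 genes at least 3-fold higher, 50 (20.0%, exact binomial interval 15.2% to 25.5%) belong to the 4 skeletal muscle lists, which hold 0.518% of the genes compared, and 1 belongs to the cartilage and bone lists. The interval treats genes as independent draws, which they are not, so it does not measure uncertainty between genotypes. The lists name only part of the genes of each tissue, so the muscle share may be too low. The 4 muscle lists hold 63 of the genes compared, so they could not have held most of the 250. The share therefore cannot decide whether most higher genes act in skeletal muscle. The 1 cartilage or bone gene is Col1a1, also made by fibroblasts, so that count sets no limit. Among the alternatives set in advance, the share in the muscle lists ranged from 15.0% with no filter on low values to 31.9% with a pseudocount of 1 FPKM.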

We speculate that because BAT and muscle share common MYF5^*+*^ dermotomal precursors (Kajimura et al., 2009; Seale and Lazar, 2009; Seale et al., 2011), this relationship might favor the switch from BAT to skeletal muscle as shown in Figure 1A. 

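Genes shared by all fat cells went both ways in Taf7l KO BAT. Of 21 such genes measured, 3 were at least 1.5-fold higher, 3 at least 1.5-fold lower and none 3-fold either way, with a median log2 ratio of 0.10. This lay above the central 95% of matched random lists (-0.50 to 0.02), but not of lists matched on GC content and transcript length as well (-0.29 to 0.18). Fabp4, a fatty acid carrier, had 19657 FPKM in WT and 10713 FPKM in KO, and the hormone gene Adipoq 1227 FPKM in WT and 968 FPKM in KO, while Cfd (adipsin) had 1863 FPKM in WT and 2078 FPKM in KO. Pparg, the nuclear receptor that drives fat cell formation, had 137 FPKM in WT and 191 FPKM in KO. Of 11 white fat selective genes, none was at least 1.5-fold higher and 1 was at least 1.5-fold lower. Of 8 genes of fat progenitors, 5 were at least 1.5-fold higher, with a median of 0.595. This lay above the central 95% of matched random lists (-0.39 to 0.49) and just within that of lists matched on GC content and transcript length as well (-0.15 to 0.597). After correction for GC content and length 2 of the 8 were at least 1.5-fold higher and the median was 0.43. The median of the 3 at 10 FPKM or more was -0.032. From the MYF5-positive precursors that BAT and muscle share, the paper proposes that this relationship could favor a switch from BAT to skeletal muscle in the KO, as in Figure 1A.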

Our findings suggest that TAF7L tips the balance in favor of BAT development at the expense of skeletal muscle.

To examine the effects of TAF7L loss on brown adipocyte differentiation in vitro, we used C3H10T1/2 mesenchymal stem cells which is able to form multiple cell lineages including adipocytes, muscle, cartilage, and bone. We first depleted TAF7L levels in C3H10T1/2 cells by RNA interference using previously described shTAF7L and control shGFP constructs followed by induction of BAT differentiation (Zhou et al., 2013a). As expected, we observed efficient formation of round fat cells peaking at day 2 post-induction in C3H10T1/2 cells treated with shGFP controls (Figure 2A). By contrast, TAF7L-depleted C3H10T1/2 cells formed elongated muscle-like cells rather than round fat laden adipocytes (Figure 2A). mRNA analysis of post-induction cells (day2) revealed that specific muscle markers (*Myf5*, *Myod1*, and *Mef2c*) become activated in cells treated with shTAF7L, in some cases reaching up to ∼30% of their expression level in myotubes (Figure 2B). At the same time, protein (PPARγ and UCP1) and mRNA (*Pgc1α*, *Ucp1*, and *Cidea*) levels of brown adipocyte markers become significantly reduced 5 days post-induction, suggesting an efficient blockade of brown fat differentiation (Figure 2C,D). We confirmed these results using primary WT and *Taf7l* KO brown adipocytes (Figure 2—figure supplement 1). Our findings suggest that loss of TAF7L shifts mesenchymal stem cells in culture from adopting an adipocyte fate toward formation of muscle-like cells.

**Figure 2.**
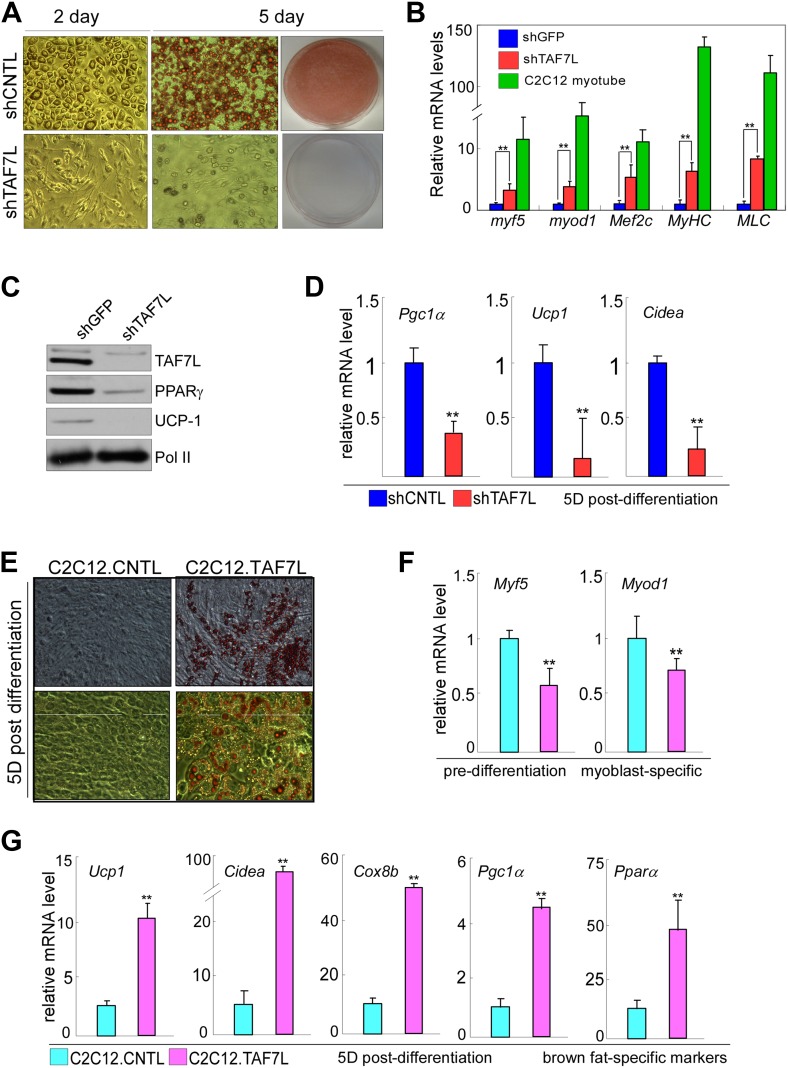
TAF7L bidirectionally regulates BAT/muscle lineages. (**A**) 2 days (2D) and 5 days (5D) post-induced control (shCNTL) and TAF7L knockdown (shTAF7L) C3H10T1/2 cells stained with Oil Red O. (**B**) mRNA levels of myoblast genes *Myf5*, *Myod1*, *Mef2c*, *Myhc*, and *Mlc* in 2D post-induced shCNTL and shTAF7L C3H10T1/2 cells, compared to C2C12-induced myotubes. (**C**) Protein levels of TAF7L, PPARγ*,* and UCP1 in 5D post-induced shCNTL and shTAF7L cells; Pol II was used as loading control. (**D**) mRNA levels of brown fat genes (*Pgc1a, Ucp1, and Cidea*) in 5D post-induced control and shTAF7L cells. (**E**) 5D post-induced control (C2C12.CNTL) and TAF7L-expressing C2C12 (C2C12.TAF7L) cells were stained with Oil Red O. (**F**) mRNA levels of myoblast genes *Myf5* and *Myod1* in pre-induction cells. (**G**) mRNA levels of BAT-specific genes (*Ucp1, Cidea, Cox8b, Pgc1a, and Pparα)* 5D post-differentiation. *p<0.05, data is mean and SEM is from triplicates. **DOI:** http://dx.doi.org/10.7554/eLife.02811.006

**Figure 2—figure supplement 1.**
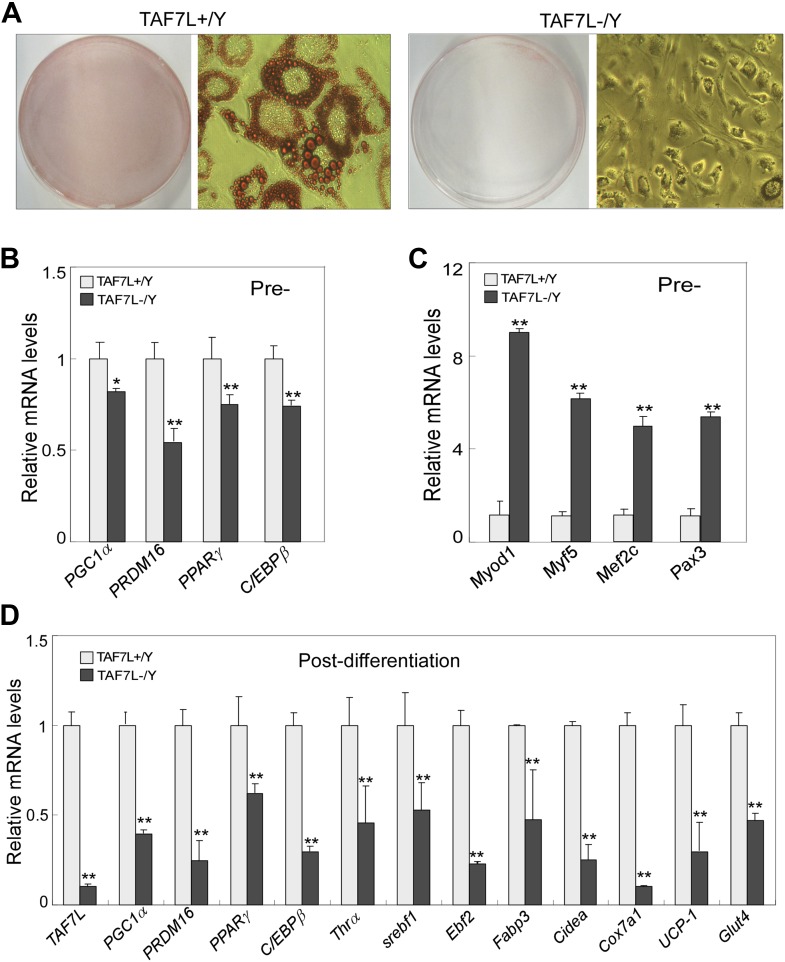
TAF7L is required for brown fat cell differentiation from primary brown adipocytes. (**A**) Isolated brown adipose progenitor cells from WT (TAF7L+/Y) and *Taf7l* KO (TAF7L-/Y) mice was induced with brown adipocyte differentiation regime for 5 days and then stained with Oil Red O. (**B** and **C**) mRNA levels of fat-selective genes (**B**) and muscle-selective genes (**C**) pre-differentiation. *p<0.05, data is mean and SEM is from triplicates. (**D**) Expression levels of *Taf7l* and brown adipocyte marker genes on cells from **A**, the expression levels of genes in 5D post-induced *Taf7l* knockout cells were compared to WT cells, whose levels were assigned to 1. **DOI:** http://dx.doi.org/10.7554/eLife.02811.007

**Figure 2—figure supplement 2.**
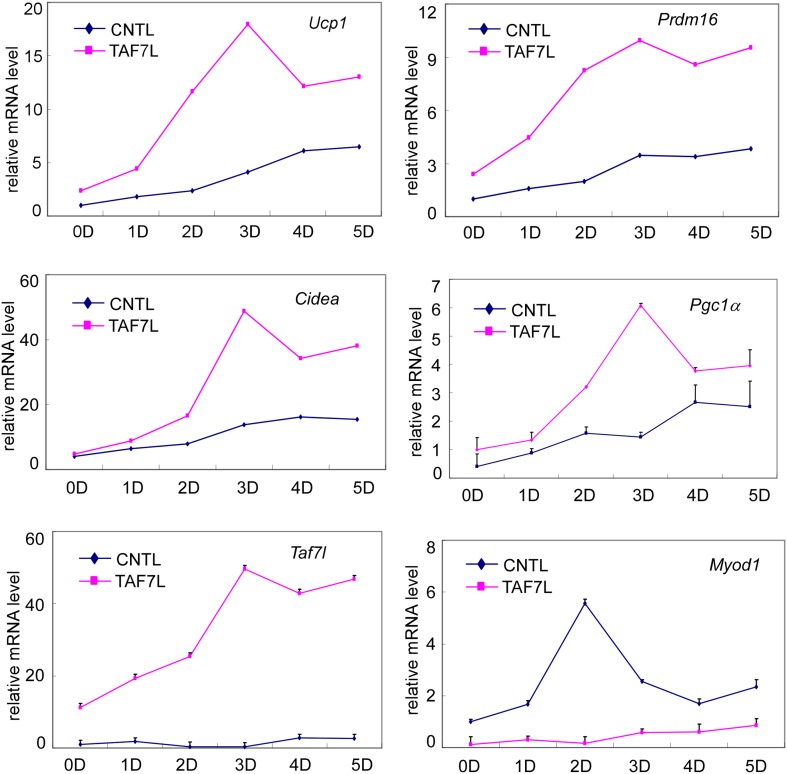
Gene expression analysis of control (CNTL) and TAF7L-expressing (TAF7L) C2C12 cells from 0 (0D) to 5 days (5D) post BAT-induction. mRNA levels of *Ucp1*, *Prdm16*, *Cidea*, *Pgc1a*, *Taf7l*, and *Myod1* are plotted as relative value to 0D CNTL cells, data is mean and SEM is from triplicates. **DOI:** http://dx.doi.org/10.7554/eLife.02811.008

We next examined TAF7L gain-of-function in vitro using C2C12 myoblasts that can efficiently form myotubes in vitro. Instead of treating C2C12 cells with the normal muscle-inducing protocol, we applied the brown fat differentiation regime to either control C2C12 cells (C2C12.CNTL) or myoblasts ectopically expressing TAF7L (C2C12.TAF7L) and found that only C2C12.TAF7L cells form multilocular brown fat cells (Figure 2E; Zhou et al., 2013a). RNA analysis showed that TAF7L in C2C12 cells represses the expression of myoblast genes *Myf5* and *Myod*1 while significantly increasing the expression of brown fat-selective genes (*Ucp1, Cidea, Pgc1α,* and *Pparα)* post-differentiation (Figure 2F,G, Figure 2—figure supplement 2), suggesting that TAF7L can drive myoblasts toward the brown fat lineage (Seale et al., 2008). These gain of function in vitro results are consistent with the switch from BAT to muscle we observed in *Taf7l* KO animals in vivo.

Previously, we showed that TAF7L associates with PPARγ when overexpressed in 293T cells (Zhou et al., 2013a). Here, we wanted to confirm this interaction in C3H10T1/2 cells upon brown fat induction. By using sequential immunoprecipitations of doubly tagged TAF7L (FLAG&V5), followed by liquid chromatography coupled with tandem mass spectrometry (LC-MS/MS) and western blotting, we found that TAF7L pulls down a subset of TAFs normally associated with the prototypical TFIID complex. Although this coIPed complex contained a number of canonical TFIID TAF subunits, we nevertheless suspect that it may represent a fat-specific and structurally distinct complex (Fat-TFIID) because it behaved in a manner distinct from canonical TFIID by size exclusion chromatography (data not shown). These immunoprecipitation assays also revealed that PPARγ co-purifies with TAF7L in the Fat-TFIID complex from differentiated C3H10T1/2 cells but not from control FLAG-V5-GFP cells (Figure 3A,B) nor with canonical TFIID lacking TAF7L (data not shown). Although we failed to detect PRDM16 in these affinity purification experiments, we did find that ectopically expressed TAF7L and PRDM16 associate with each other in 293T cells (Figure 3C). These data suggest that TAF7L-containing Fat-TFIID has gained the ability to bind endogenous PPARγ, which we speculate might facilitate its association with distinct cofactors such as PRDM16 in BAT or TLE3 in WAT to differentially regulate brown and white adipocyte formation (Villanueva et al., 2011, 2013).

**Figure 3.**
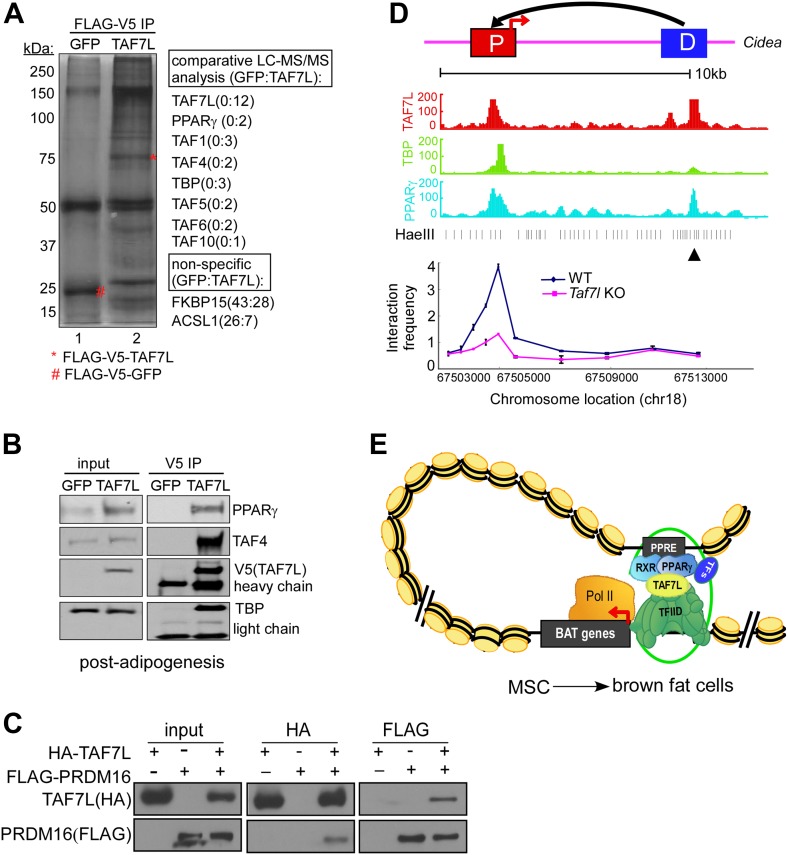
TAF7L within a Fat-TFIID associates with PPARγ and facilitates DNA looping formation. (**A**) Silver staining shows co-immunoprecipitated proteins in FLAG-V5-GFP-expressing (GFP, lane 1) and FLAG-V5-TAF7L-expressing (TAF7L, lane 2) C3H10T1/2 differentiated fat cells. Comparative LC-MS/MS analysis identified peptides matching with TFIID subunits (TAF1, TAF4, TBP, TAF5, TAF6, and TAF10) and PPARγ in TAF7L-expressing but not in GFP-expressing cells. FKBP15 and ACSL1 are representative non-specific associated proteins. (**B**) Western blot analyzing input and immunoprecipitated protein levels of PPARγ, TAF4, TAF7L, and TBP in samples from **A**. (**C**) HA-tagged TAF7L and FLAG-tagged PRDM16 were overexpressed in 293T cells, immunoprecipitations were performed on both FLAG and HA antibodies and followed by Western blotting with FLAG and HA antibodies. (**D**) Upper panel, schematic picture shown the distance between distal enhancer (D) and core promoter (P) of *Cidea* gene; middle panel, read accumulation of TAF7L, TBP, and PPARγ on *Cidea* locus in differentiated fat cells from ChIP-seq analysis; bottom panel, 3C experiments assess long-range DNA interactions between the TAF7L/PPARγ binding distal enhancer (D) and core promoter (P) sites of *Cidea* in WT and *Taf7l* KO BAT. ▲, anchor point. Also see Figure 3—figure supplement 1C. (**E**) Model shows TAF7L-mediating regulatory DNA looping to specify BAT differentiation from mesenchymal stem cells (MSC). **DOI:** http://dx.doi.org/10.7554/eLife.02811.009

**Figure 3—figure supplement 1.**
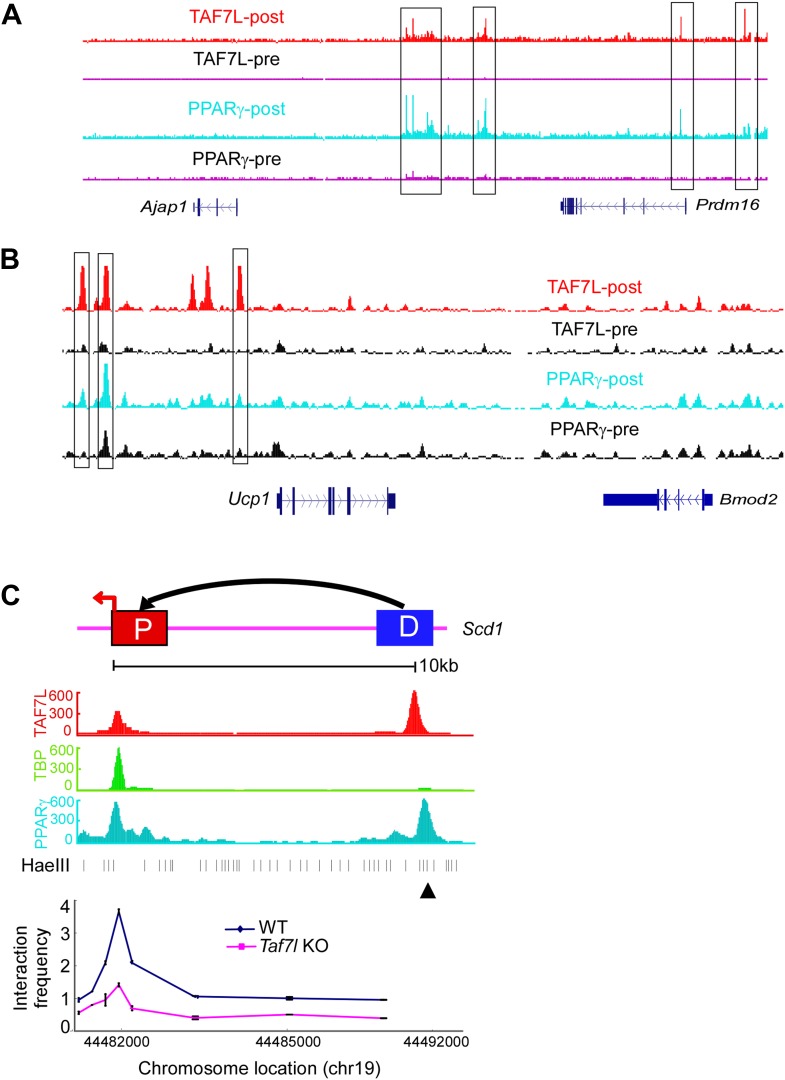
TAF7L colocalizes with PPARγ on core promoters and enhancers of BAT-specific genes. ChIP-seq read accumulation for TAF7L and PPARγ in both pre- and post-differentiated C3H10T1/2 cells on *Ajap1*/*Prdm16* locus (**A**) and *Ucp1*/*Bmod2* locus (**B**). (**C**) 3C experiments assess long-range interactions between the TAF7L/PPAR*γ* binding distal enhancer (D) and core promoter (P) sites of *Scd1* in WT and *Taf7l* KO BAT. ▲, anchor point. **DOI:** http://dx.doi.org/10.7554/eLife.02811.010

To probe the potential functional relevance of these interactions, we next examined the genome-wide co-occupancy of TAF7L and PPARγ at BAT-selective genes in differentiated C3H101/2 adipocytes. Due to the presence of rosiglitazone in the differentiation regime, our previous ChIP-seq analysis of C3H10T1/2-derived fat cells represented a mixture of white and brown fat cells, as manifested by enhanced *Cidea*, *Elovl3*, and *Ucp1* expression (Harms and Seale, 2013). Here, we have re-analyzed the binding site data for TAF7L, TBP, and PPARγ focusing on loci of activated BAT-selective genes (*Cidea*, *Prdm16*, and *Ucp1)* (Figure 3D, Figure 3—figure supplement 1). As shown in Figure 3—figure supplement 1A, B, TAF7L and PPARγ co-occupy overlapping regions at the *Prdm16* and *Ucp1* loci in post-differentiated (-post) cells, but not at control genes (*Ajap1* and *Bmod2)* nor to the same genes in pre-differentiated cells (-pre). These findings suggest that PPARγ and TAF7L likely function as a coupled activator–coactivator pair that regulates BAT-specific gene transcription much as we previously described for WAT differentiation.

To extend our analysis of TAF7L mechanisms in regulating fat-specific gene transcription, we next employed chromatin conformation capture (3C) to assess its participation in transcription factor-mediated long distance DNA looping at two TAF7L-activated genes *Cidea* and *Scd1* (Figure 3D, Figure 3—figure supplement 1; Liu et al., 2011). These two target genes are bound by TAF7L and PPARγ both at their core promoters as well as at their distal enhancers located ∼10 kb away. In contrast, TBP only binds at the core promoters of these genes. Our 3C results revealed the likely formation of DNA looping between core promoters and distal enhancers in WT BAT for both loci while significantly reduced looping was seen in BAT lacking TAF7L (Figure 3D, Figure 3—figure supplement 1C). These data suggest that the presence/incorporation of TAF7L into the putative Fat-TFIID complex likely mediates or enhances long-range chromatin transactions that influence BAT cell fate.

Taken in aggregate, our findings strongly suggest that TAF7L may serve as a key component of an alternative TFIID complex that favors brown fat formation vs muscle lineages. We do not fully understand the molecular mechanisms driving the enhanced formation of skeletal muscle upon loss of TAF7L, but we speculate that TAF7L depletion decreases the transcription of BAT-selective genes, which might indirectly de-repress muscle-selective genes thereby switching precursor cells toward a skeletal muscle lineage. Moreover, the presence of TAF7L potentiates the efficient participation of a specialized Fat-TFIID complex in long-range chromatin interactions. Such a DNA looping mechanism is likely mediated through association with the fat-specific transcription factor PPARγ (Figure 3E). These new findings and our previous studies support the notion that TAF7L functions as a common cofactor regulator required for both WAT and BAT development.

## Materials and methods

### Vectors and plasmids

Full-length green fluorescent protein (GFP) or *Taf7l* cDNAs were inserted into p3XFLAG-CMV-10 vector to construct pCMV-FLAG-V5-GFP/TAF7L or into pCS2+ vector to construct pCS2+HA-TAF7L; full-length PRDM16 cDNA was inserted into p3XFLAG-CMV-10 vector to construct pCMV-FLAG-PRDM16.

### Antibodies

TAF4 (612054; BD, San Jose, CA), TBP (62126; abcam, Cambridge, MA), V5 (R960-25; Invitrogen, Carlsbad, CA), HA (9110; abcam), FLAG (F31655; Sigma, Saint Louis, MI) MYHC (05-716; Millipore, Billerica, MA), FABP4 (66682; abcam), UCP1(10983; abcam), TAF7L (prepared in-house, Covance, Denver, PA), Pol II (monoclonal 8WG16, protein-A purified), PPARγ (sc-7196), ANTI-FLAG M2 Affinity Gel (A2220; Sigma), Anti-V5-agarose affinity gel (A7345; Sigma).

### Cells culture, stable cell line establishment

C3H10T1/2 and C2C12 cells were cultured in high glucose DMEM with 10% fetal bovine serum at 5% CO_2_.

C3H10T1/2 cells stably expressing FLAG-V5-GFP/TAF7L were established by transfection of the pCMV-FLAG-V5-GFP/TAF7L plasmids followed by 2 weeks of 1 µg/µl neomycin selection.

### Brown adipocyte differentiation, Oil red O staining, and C2C12 myogenesis

For adipogenesis, C3H10T1/2, control and FLAG-TAF7L-expressing C2C12, and FLAG-V5-GFP/TAF7L-expressing C3H10T1/2 cells were grown in high glucose DMEM supplemented with 10% fetal bovine serum. At confluence, cells were exposed to induction medium containing dexamethasone (1 μM) (265005, CalBiochem, San Diego, CA), isobutylmethylxanthine (IBMX, 0.5 mM) (I-5879, Sigma), Indomethacin (0.125 mM) (I-7378, Sigma), and 10% FBS. 3 days later, cells were further cultured in high glucose DMEM-containing insulin (5 μg/ml) (19278, Sigma), T3 (0.1 μM) (T-2877, Sigma), and rosiglitazone (5 μM) (71740, Cayman, Ann Arbor, MI) until they were ready for harvest.

For Oil red O staining, pre- and post-differentiated C3H10T1/2 cells, shGFP and shTAF7L-treated C3H10T1/2 cells, C2C12.CNTL and C2C12.TAF7L cells were washed once in PBS and fixed with freshly prepared 4% formaldehyde in 1 × PBS for 30 min, followed by standard Oil red O staining method described previously (Zhou et al., 2013a).

C2C12 myogenesis procedure followed a previous study (Zhou et al., 2013a).

### RNA isolation and real-time PCR analysis

Total RNA from cultured cells or mouse tissues was isolated using QIAGEN RNeasy Plus mini columns according to the manufacturer's instructions (Qiagen, Germany). For RT-qPCR analysis, 1 μg total RNA was reverse transcribed using cDNA reverse transcription kit (Invitrogen). PCR reactions using the SYBR Green PCR Master Mix (Applied Biosystems, Grand Island, NY) were performed according to the manufacturer's instruction using an ABI 7300 real time PCR machine (Applied Biosystems). Relative expression of mRNA was determined after normalization to cyclophilin gene. Student's *t* test was used to evaluate statistical significance (Zhou et al., 2013b).

### Western blot analysis, immunoprecipitation, and silver staining

Whole cell extracts were prepared from cells by homogenization in lysis buffer containing 50 mM Tris-Cl, pH 8.0, 500 mM NaCl, and 0.1% Triton X-100, 10% glycerol, and 1 mM EDTA, supplemented with protease inhibitor cocktail (Roche, Indianapolis, IN) and phenylmethylsulphonyl fluoride (PMSF). 15 μg of whole-cell lysates were separated by SDS-PAGE and transferred to nitrocellulose membrane. For immunoblotting, membranes were blocked in 10% milk, 0.1% Tween-20 in TBS for 30 min, and then incubated with TAF7L, UCP1, PPARγ, and POL II antibodies for 2 hr at room temperature; detailed Western blotting procedure was performed as previously described (Zhou et al., 2006).

3 mg whole-cell extracts from FLAG-V5-GFP/TAF7L post-differentiated adipocytes were immunoprecipitated with 100 µl of ANTI-FLAG M2 Affinity Gel under the conditions of 0.3 M NaCl, 0.2% NP-40 at 4°C overnight. After extensive washing with buffer containing 0.3 M NaCl and 0.1% NP-40, proteins were eluted from the affinity gel with 100 µg/ml FLAG peptide in 0.1 M NaCl Tris buffer. Elutions from both samples were subsequently immunoprecipitated with 40 µl Anti-V5-agarose affinity gel antibody with a similar procedure as above. After extensive washes, proteins were eluted with 40 µl pH2.5 0.1 M glycine for three times and immediately neutralized with 12 µl of pH9.0 2 M Tris-Cl. 10 µl of eluted samples were subjected to 10% SDS-PAGE and followed by standard silver staining or by western blotting analysis with V5, PPARγ, TAF4, and TBP antibodies to detect tagged-proteins in the inputs and associated proteins as previously described (Harms and Seale, 2013). The remaining samples were precipitated by 20% trichloroacetic acid, and the precipitates were sent to liquid chromatography-tandem mass spectrometry (LC-MS/MS) to detect peptides derived from proteins pulled-down by FLAG-V5-GFP/TAF7L.

500 μg whole-cell extracts from 293T cells transfected with HA-TAF7L and FLAG-PRDM16 were immunoprecipitated with FLAG or HA antibodies at 4°C for overnight under the conditions of 0.3 M NaCl and 0.2% NP-40, 30 μl protein A/G beads were added and incubated for additional 2 hr at 4°C, after extensive washing with buffer containing 0.3 M NaCl and 0.1% NP-40, remaining beads were subjected to 10% SDS-PAGE and followed by western blotting analysis with FLAG and HA antibodies to detect tagged-proteins in the inputs and IPs as described previously (Zhou et al., 2013a).

### Animals and genotype analysis

The derivation of *Taf7l* KO mice has been previously described (Kajimura et al., 2009). All animal experiments were performed in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All of the animals were handled according to animal use protocols (#R007) approved by the Institutional Animal Care and Use Committee (IACUC) of the University of California, Berkeley. Mice were maintained on a standard rodent chow diet with 12 hr light and dark cycles. *Taf7l* KO mouse line was maintained on a C57BL/6J background. Genotyping was performed by PCR as previously described (Cheng et al., 2007).

### Immunohistochemistry

For histological analysis on interscapular BAT of E18.5 embryos from WT and *Taf7l* KO mice, freshly-harvested mouse embryos were genotyped and the interscapular regions of embryos were transversally dissected and then fixed in 10% formaldehyde for 24 hr at 4°C; tissue was embedded in paraffin using the microwave method as described and then sectioned into 8–10 μm to mount on slides (Zhou et al., 2013b). The following immunohistochemistry by haematoxylin and eosin (H&E) staining and FABP4, UCP1, and MYHC immunostaining were performed using the method described previously (Zhou et al., 2013a).

### Preparation of primary brown adipocytes and brown fat differentiation

Fresh interscapular brown adipose tissues were removed from 3-week-old euthanized WT and *Taf7l* KO mice and finely minced, digested with 0.25% trypsin for 30 min at 37°C, and centrifuged for 5 min at 2,000×*g* to get rid of debris. The pellet was resuspended in culture media before plated on gelatin coated plates. Cells were cultured at 37°C in high glucose DMEM supplemented with 20% FBS. Brown adipocyte differentiation and staining were followed the same procedure as C3H10T1/2 cells.

### mRNA-seq libraries preparation and deep sequencing

Total RNA was extracted from BAT, carefully excised to get rid of surrounding tissue based on the texture and color, of 6 WT and 6 *Taf7l* KO mice. RNA was extracted separately for each mouse by RNeasy Plus Mini Kit (Qiagen) and then pooled for WT or *Taf7l* KO samples; 4 μg of each RNA pool was used to purify mRNA using oligo (dT) and subsequently converted into multiplexed mRNA-seq libraries using mRNA-Seq Trueseq Kit (Illumina, San Diego, CA). Samples were multiplexed and sequenced in one lane on an Illumina HiSeq 2000 sequencer (QB3 Vincent J Coates Genomics Sequencing Library, University of California, Berkeley, CA). 50 bp single-end reads were used for both samples; each sample produced over 30 million reads.

### Digital gene expression of mRNA-seq and gene ontology analysis

Reads were mapped to the mouse transcriptome (mm10), using TopHat (Langmead et al., 2009; Trapnell et al., 2009), version v1.4.0., with default parameters. We then applied cufflinks (Trapnell et al., 2010), version v1.3.0, using the default parameters except: --max-mle-iterations 1, to estimate the digital expression levels at each transcript. Gene ontology analysis was done using DAVID Bioinformatics Resources 6.7.

### Chromosome conformation capture (3C)

3C analysis was performed as previously described on WT and *Taf7l* KO BAT (Liu et al., 2011), which was carefully excised to get rid of all other possible tissue based on the brown color and the tissue texture. 2 mg of freshly dissected interscapular BAT from 6 WT or 6 *Taf7l* KO mice were minced, homogenized extensively to nearly single cells and washed, crosslinked with 1% formaldehyde for 15 min at 4°C and then quenched with 0.125 M glycine for 5 min.

Crosslinked BATs were lysed and the chromatin was digested with 8 U HaeIII (NEB) for the *Cidea* and *Scd1* loci. Digested fragments were cleaned and subsequently ligated with 60 units T4 DNA ligase (Invitrogen) for 4 hr at 16°C. Following proteinase K digestion and decrosslinking at 65°C overnight, DNA fragments was recovered by phenol–chloroform extraction.

Control templates were generated using individual BAC clones covering *Cidea* or *Scd1* locus (Bacpac). 10 µg of BAC DNA was digested with 20 units HaeIII and then randomly ligated with 10 units T4 DNA ligase in 50 µl volume.

3C primers were designed upstream and downstream of the core promoter site (P). Primers annealing to distal enhancers (D) corresponding to TAF7L and PPARγ binding sites on either *Cidea* or *Scd1* were used as anchor points. 3C analysis was done by qPCR using as a primer pair the anchor point primer and one annealing to region under investigation. Each data point in WT and *Taf7l* KO BAT was normalized by the BAC control template and presented as interaction frequency.

### Data availability

Raw and mapped sequencing reads are available from the National Center for Biotechnology Information's GEO database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE55797. Primer sequences are listed in Supplementary file 1.

## Additional files

Supplementary file 1. Primer sequences for RT-qPCR experiments (upper panel) and 3C experiments (lower panels). **DOI:** http://dx.doi.org/10.7554/eLife.02811.011

### Major datasets

The following dataset was generated:

ZhouH, WanB, GrubisicI, KaplanT, TjianR, 2014, Taf7l Modulates Brown Adipose Tissue Formation, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE55797, Publicly available at NCBI Gene Expression Omnibus.

**Reporting standards:** Standard used to collect data: The data was followed NCBI standards for uploading megadata set.

The following previously published dataset was used:

ZhouH, KaplanT, LiY, GrubisicI, ZhangZ, WangPJ, EisenMB, TjianR, 2012, Dual Functions of TAF7L in Adipocyte Differentiation, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE41937, Publicly available at NCBI Gene Expression Omnibus.

How the deposited data were processed for this re-analysis (not part of the article)

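The data are 1 pooled mRNA-seq library of WT BAT and 1 of Taf7l KO BAT, each from the RNA of 6 mice. The authors mapped the reads with TopHat version 1.4.0 and made the deposited FPKM with cufflinks version 1.3.0, with 1 iteration of its likelihood step as the option that differed from the defaults. The submitters' processing notes also name Bowtie and mm10. The deposited table gives 1 FPKM value per UCSC transcript and library, and every column of values was matched to a library by its name.

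Here FPKM were summed per gene name, and genes at 1 FPKM or more in at least 1 library were compared as log2((KO + 0.1)/(WT + 0.1)), with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The threshold of 3-fold is that of the paper. With 1 library per genotype no test between genotypes was run. A gene list was described by how many of its members were at least 3-fold or 1.5-fold higher or lower, and by the place of its median among medians of 10000 random lists, each member replaced by 1 of the 200 genes nearest in mean level. This describes these 2 libraries and is not a test between genotypes. In all, 35 gene lists were written before the data were examined, after the figures of the paper had been seen, and the genes drawn in Fig. 1C were described apart. For single genes, the share of the 500 genes nearest in mean level with as large a log2 ratio was counted.

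Reads were estimated from FPKM and the effective length of the matching GENCODE M21 transcript, chosen by span within 30 bp among protein-coding transcripts, and only where transcripts of that span differ in length by at most 1.1 times and rows without such a length hold at most 5% of the FPKM of the gene. Where a gene was at 0 in WT, a floor of 3 reads was used. The match of lengths was first made without the preference for protein-coding transcripts, which gave some genes lengths with retained introns. It was corrected after the first results of the tests on GC content, length and read numbers had been seen; these tests were run again, and their outcomes stayed on the same side of their bounds.

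Genes named in the text are those that the paper names, the 8 with the largest log2 ratio in each direction among genes above 0 in both libraries and at 10 FPKM or more in at least 1, small RNAs left out, the 3 members of each list with the highest mean and the 5 highest genes listed at 0 in 1 library. After the values were seen, the 10 genes with the largest ratio in each direction with rows of 200 bp or more and a name in GENCODE M21 (toward KO, outside the muscle lists) were added, as were Ckm, Col2a1, Polr2a and Eef2. The 5 highest genes listed at 0 are transcripts without a gene symbol, 4 of them spanning under 200 bp, with 1476 FPKM and 734 FPKM in WT and 1302 FPKM, 727 FPKM and 699 FPKM in KO.

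The procedure was tested on simulated reads at both estimated depths. Of 1339 simulated genes, all 49 changed 4-fold and all 49 changed 8-fold were called 3-fold in the right direction, none of 49 changed 2-fold and none of 50 changed 1.5-fold were, and none of 1142 unchanged genes was. Of 200 lists of unchanged genes, 1.5% had a median outside the central 95%. The spread between pools of a genotype is unknown here, so these simulated results are not error rates of the real counts or lists. Among 3276 genes, a simulated trend with GC content had a log2 gap of 0.26 between the genes of highest and lowest GC content. The correction for GC content and length reduced the gap to 0.01 and the correlation across genes from 0.67 to 0.13. The correction therefore leaves a remainder. The real trend was larger, with median log2 ratios of -0.28 and 0.095 in the genes of lowest and of highest GC content. The simulation does not show how well a trend of that size is removed. Alternatives covered the pseudocount, the filter, the scaling, rows taken singly, values of 0, the threshold and the members of the muscle lists, and, chosen after seeing the data, rows under 200 bp left out, the genes drawn in Fig. 1C left out of the lists, the correction for GC content and length, and other treatments of low values in the counts. The estimated depth was 25880156 mapped reads in WT and 78350496 in KO, and the exact binomial intervals cover counting error only. ChIP-seq, 3C and RT-qPCR data were not analysed here.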

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

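The tests of read number and of muscle taken along at dissection were chosen after the result was seen, as were the fast muscle median without the genes of Fig. 1C, 10 named genes in each direction with rows of 200 bp or more and Polr2a; the test of GC content and length was set before its result was seen.

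Outside the genes that the paper names and the skeletal muscle lists, 13 of the named genes were at least 3-fold higher in the KO library than in WT. Ckmt2, the creatine kinase of muscle mitochondria, had 14.8 FPKM in KO and 0.870 FPKM in WT, and Cox6a2, the heart and muscle form of a respiratory chain subunit, 18.3 FPKM in KO and 1.099 FPKM in WT. Apobec2, a muscle gene, had 14.1 FPKM in KO and 0.455 FPKM in WT, and Eef1a2, the elongation factor form of muscle and neurons, 10.0386 FPKM in KO and 0.459 FPKM in WT. Hspb6 had 27.2 FPKM in KO and 5.66 FPKM in WT, and Rtn2 11.3 FPKM in KO and 1.29 FPKM in WT. H19, an imprinted RNA of growing tissue and muscle, had 13.1 FPKM in KO and 0.600 FPKM in WT. Ppargc1b, a coactivator related to Ppargc1a, had 21.1 FPKM in KO and 4.30 FPKM in WT, with an interval of the fold of 4.44 to 5.47. Col1a1 had 23.0 FPKM in KO and 5.92 FPKM in WT, and Lrp5 10.7 FPKM in KO and 2.48 FPKM in WT. Polr2a, of the housekeeping list, had 7.90 FPKM in KO and 1.84 FPKM in WT. Long transcripts of high GC content were higher in KO in general, and after correction for GC content and length the log2 ratio was 1.95 for Ppargc1b, 1.61 for Col1a1, 1.76 for Lrp5 and 1.90 for Polr2a, against 2.27, 1.94, 2.06 and 2.04 before it. Med16 had 488 FPKM in KO and 3.51 FPKM in WT, of which 98.4% in KO came from a row spanning 145 bp, and 2010111I01Rik 66.5 FPKM in KO and 1.39 FPKM in WT, of which 98.3% came from a row spanning 68 bp. Without rows under 200 bp the log2 ratio of Med16 is 1.09 and that of 2010111I01Rik is -0.24.

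Skeletal muscle genes were higher in the KO pool. The tables argue against GC content and transcript length as the cause, since the median log2 ratio of the fast muscle list was 3.86 after correction for both. They also argue against too few reads in the shallower WT library: the lower bound of the counting interval was at least 3 in 12 of the 12 fast muscle genes whose reads could be estimated. The paper states that the BAT was excised carefully to remove surrounding tissue. It also reports muscle structures along the BAT in stained sections of KO embryos, and muscle-like cells after TAF7L knockdown in culture. Those experiments were not analysed here. In these libraries, muscle taken along at dissection cannot be told apart from muscle grown within the pad. The reason is that 1 pool per genotype confounds dissection with genotype, and both would bring mature fibre genes. The embryonic and newborn myosins Myh3 and Myh8 came to 3.40% of the FPKM of the adult fast myosins Myh1, Myh2 and Myh4 in KO. In WT they came to 7.84%, on a sum of only 0.183 FPKM. Of the 38 fast muscle genes compared, 21 were at 1 FPKM or more in WT BAT too, and 8 are drawn in Fig. 1C; without these 8 the corrected median was 3.81. A switch of tissue between genotypes, which the paper proposes, stays open.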

How the results depend on the processing

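The alternatives of rows under 200 bp left out, the genes drawn in Fig. 1C left out, the correction for GC content and length, and the rows with other treatments of low values were chosen after seeing the data. No paired analysis was possible because there is 1 library per genotype, and for the same reason no other split of the samples exists. A list median or log2 ratio was taken as the same when it moved by at most 1.5-fold, a count within 1.5 times, and a share within its exact binomial interval. Genes are not independent draws, so that interval served only as a set width. A list median was counted as reversed when it lay outside the central 95% of its random lists and changed sign; medians within that range, and those of lists with under 3 genes, changed sign in other cases. Of the list medians, 343 alternative values stayed within 1.5-fold, 14 moved and 1 reversed. Of the log2 ratios of named genes, 1527 stayed, 41 moved and 1 reversed (2010111I01Rik, -0.24 without rows under 200 bp, which hold most of its KO value). Of the shares, 13 stayed and 7 moved. Apart from alternatives that compare more or fewer genes, the cause was not tested. The alternatives that stayed within 1.5 times gave 194 to 353 higher and 40 to 56 lower genes.

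Against 250 genes at least 3-fold higher and 49 lower, a pseudocount of 1 FPKM gave 144 and 28, a minimum of 10 FPKM 103 and 30, no pseudocount or filter 2396 and 1261, and a 2-fold threshold 729 and 339. The lower genes were 93 with no filter, 32 without genes at 0 in either library and 21 without rows under 200 bp. The correction for GC content and length gave 138 and 1 over the 8386 genes with a known length, 68.9% of those compared, so it is void as a check of the counts. Rows taken singly with the plain ratio gave 1743 and 1238 above 0 in both libraries and 4653 and 2058 with values of 0; with values under 0.01 raised to 0.01 they gave 2216 and 974, and with a pseudocount of 0.01 2102 and 745. Genes with values under 0.01 raised to 0.01 gave 1192 and 791.

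A pseudocount of 1 FPKM gave medians of 2.81 for fast, 2.34 for slow and 3.97 for heart muscle (1 gene). With no filter the medians were 0.24 for heart muscle, -0.038 for bone, 0.092 for tendon, -0.50 for neutrophil and 0.15 for epidermis genes, over more genes, and the signs of bone and tendon, with 2 and 1 genes otherwise, changed, as did that of epidermis with 1. At 10 FPKM or more, over fewer genes, they were -0.032 for fat progenitors, where the sign changed, 1.02 for lymphocytes (1 gene, where it changed too), -0.39 for Y-linked genes, 0.88 for immediate early and 2.35 for postnatal growth genes. Developmental muscle gave 1.86 without Igf2 and 0.039 without the genes drawn in Fig. 1C. Without these genes the median of the brown fat selective list changed sign (0.097), and that of complexes III, IV and V (-0.44) no longer lay below the central 95% of lists matched on level. All 25 brown fat genes drawn there were lower in KO, so leaving them out raises these 2 medians by itself. The share of higher genes in the 4 muscle lists, 20.0%, was 31.9% with a pseudocount of 1 FPKM, 15.0% with no filter, 26.2% at 10 FPKM or more, 27.6% for rows taken singly, 25.8% without genes at 0 and also without rows under 200 bp, and 35.5% with the correction.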

Differences from the paper's values

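The settings named as chosen after seeing the values were set only after the result was seen; the others were set before the data were examined. Fig. 1B prints counts of genes changed over 3-fold of about 1700 higher and about 1200 lower, read by eye, against 250 higher and 49 lower here. Of the alternatives set before the data were examined, the plain ratio with no pseudocount or filter falls within 1.5 times of both, with 2396 higher and 1261 lower, and the others at 3-fold do not. In all, 18 settings of the counts were tried, 7 of them chosen after seeing the values. Of these, each row taken singly with the plain ratio and rows above 0 in both libraries gave 1743 higher and 1238 lower. These lie near the counts of about 1700 and about 1200 read by eye from the figure. This setting was chosen after seeing the values and after the figure had been read, and it is not claimed to be the paper's method. It leaves out Myf5 and Pax3, which the paper names and which are listed at 0 in WT. Rows taken singly with values under 0.01 raised to 0.01, also chosen after seeing the values, gave 2216 and 974, within 1.5 times of both. With genes in place of rows that setting gave 1192 higher, and rows with a pseudocount of 0.01 gave 2102 higher, each within 1.5 times of the count of higher genes only.

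The RT-qPCR of Figure 1—figure supplement 2 is another assay. Its KO level relative to WT, read by eye, is about 0.38 for Cidea against 0.633 here, about 0.36 for Ppargc1a against 0.695, about 0.24 for Scd1 against 0.452, about 9.7 for Myh1 against 42.3, about 3.6 for Myh4 against 31.4, about 5.4 for Myot against 11.4 and about 0.67 for Dlk1 against 1.72. Among alternatives set before seeing the data, a pseudocount of 1 FPKM brings Myh1 (11.3) and Myot (5.17) within 1.5 times of the paper's value. No alternative that gives a value brings Cidea, Ppargc1a, Scd1 or Myh4 there. The ratios here include a pseudocount of 0.1 FPKM, and with 0.01 FPKM Myh1 is 60.0 and Myot 13.3. A larger pseudocount lowers the fold of genes low in WT, so the nearness at 1 FPKM does not reconcile the assays. Dlk1 was under 1 FPKM in both libraries (0.253 FPKM in WT, 0.507 FPKM in KO) and so outside the genes compared. The alternative with no filter on low values gives the same 1.72, and the others give no value for it. Ucp1 (0.441) and Adipoq (0.789) are within 1.5 times of the paper's values. The RT-qPCR was normalized to Cyclophilin, and the ratios here are not. The cyclophilin genes Ppia and Ppib had log2 ratios of -0.45 and -0.61, so scaling to either would raise every ratio here. Scaled to either, Adipoq (about 0.63 in the paper) would no longer be within 1.5 times of the paper's value. Ucp1 (about 0.45 in the paper) would stay within it with Ppia and lie at its edge with Ppib.

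The paper states that Myf5 and Pax3 are up-regulated; here both were listed at 0 in WT with about 3 reads in KO, at which no fold can be given, while Myh1, Myh2, Myh3, Myh4, Myh6, Myh7 and Myh8 were all higher in KO. All 25 muscle genes of Fig. 1C were higher in KO here, 18 by at least 3-fold, and 8 of the 25 were under 1 FPKM in both libraries. The figure draws values of these libraries, so this count is not independent of them. The paper proposes that most up-regulated genes act in skeletal muscle. Of the 250 higher genes, 50 are in the 4 muscle lists, and 51 have a description that names a muscle protein. The lists name only part of the muscle genes, so 50 may be too low. With 63 genes compared they could not have held most of the 250, so this count cannot decide on the paper's statement. Such descriptions, held by 220 of the 12171 genes compared, need not be of skeletal muscle, so 51 sets no limit. The paper states that select genes of cartilage and bone were activated; of the cartilage and bone genes compared, Col1a1 was at least 3-fold higher, with a log2 ratio of 1.94.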

Other observations

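The test of dilution by muscle RNA and all tests without the genes drawn in Fig. 1C were chosen after the result was seen; the other tests of GC content and length and those of counting noise were set before their results were seen.

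Of 12 endothelial genes 1 was at least 1.5-fold higher and none 3-fold (median log2 ratio 0.12), and of 13 macrophage genes 5 were at least 1.5-fold higher and none 3-fold; the sign of their median (-0.019) changed when the libraries were centred. All 5 nerve genes were lower, 1 of them by at least 1.5-fold, with a median of -0.33 within the central 95% of matched random lists (-0.48 to 0.59). The neutrophil genes S100a8 (5.73 FPKM in WT, 2.10 FPKM in KO) and S100a9 (8.76 FPKM in WT, 2.49 FPKM in KO) were lower. Cd74, of antigen-presenting cells, had 66.0 FPKM in WT and 134 FPKM in KO. Of the clock genes, Nr1d1 had 27.6 FPKM in WT and 69.9 FPKM in KO. The Y-linked genes Ddx3y (7.90 FPKM in WT, 3.30 FPKM in KO), Uty (3.21 FPKM in WT, 1.25 FPKM in KO) and Eif2s3y (38.3 FPKM in WT, 29.2 FPKM in KO) were all lower in KO. Both Xist entries were at 0 in WT, with 0 and 0.00302 FPKM in KO. Eef2, of the housekeeping list, had 335 FPKM in WT and 814 FPKM in KO.

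Of the respiratory chain, the median of complexes III, IV and V lay below the central 95% of random lists of like level, though not without the 6 genes drawn in Fig. 1C, and that of complex I lay within it. All 6 were lower in KO, so leaving them out raises the median by itself. The libraries differ in their trend with GC content, with a median log2 ratio of -0.28 in the 745 genes of lowest GC content among 2978 genes and 0.095 in the 745 of highest. With length the trend was larger, with a median of -0.36 in 115 short genes of low GC content and 0.46 in 106 long genes of high GC content. The median of complexes III, IV and V lay at percentile 0 of random lists matched on level, GC content and length, and at percentile 0.54 without those 6 genes, which argues against these properties as the whole cause for this part. The median of complex I lay at percentile 20.4 of such lists, and at 39.1 of lists matched on level alone. It was not unusually low to begin with, so this test cannot decide on GC content and length for that part. Dilution of fat cell RNA by muscle RNA as the whole cause is argued against by the common fat cell list. Before correction for GC content and length, its median lay 0.677 above that of complexes III, IV and V. The 95% bootstrap interval over members was 0.299 to 0.952, and 0.249 to 0.923 without the genes drawn in Fig. 1C. It does not cover spread between pools. After the correction the medians were 0.068 and -0.41, for which no interval is given. The argument holds only if muscle adds little RNA of the fat cell list, which was not tested. A difference between genotypes in the respiratory chain genes stays open, as does any difference between pools other than genotype.

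With rows taken singly and the plain ratio, most rows changed over 3-fold were weakly expressed. Of 1743 rows above 0 in both libraries and over 3-fold higher, 80.2% were under 1 FPKM in both libraries, and of 1238 lower rows 96.1%. Reads drawn with no change at the estimated depths gave 69.1% as many 3-fold genes as observed among 1333 genes with 1 row under 1 FPKM (98.8 on average, from 75 to 127 in 100 draws, against 143), so counting noise may account for most of them, with some draws on either side of the bound set for this; of those higher in KO the draws gave 19.01 on average, against 46. Among 1360 such genes at 1 FPKM or more they gave 0.744% as many (0.29 on average against 39), which argues against counting noise there. All 39 of these genes were higher in KO.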
